A study of Caenorhabditis elegans with 24 samples. Its data were reported in "Germ granule localization of nematode Argonaute WAGO-4 ensures fidelity in small RNA loading" (2025).

How the data were processed

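Whole Caenorhabditis elegans worms were synchronized, grown at 20 °C or 26 °C and collected as young adults. Total RNA was depleted of ribosomal RNA and made into strand-specific libraries, which were sequenced as read pairs on an Illumina NovaSeqX. Per the labels, there were 24 libraries in 8 groups, with 3 libraries in each: 4 genotypes at 2 temperatures. The strain called WT carries a FLAG and GFP tag on the Argonaute protein WAGO-4. Per the labels, 3×FG and wago-4(Y611E) carry the same tag, and the label of wago-4(ko) names none, so that wago-4(ko) also differs from WT by the tag.

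The authors processed the reads with the pipeline of their core facility, which is built on nf-core/rnaseq, and the deposited tables hold the output of DESeq2 as run by the authors. The aligner, the counting tool, the genome build and the annotation release are not stated. The data used here were 10 deposited tables, each comparing 2 groups over 46926 genes. No table holds a value per library (0 columns of per-sample values), so the depth of each library, the spread between replicates and any pairing of replicate numbers are unknown here. For each gene the authors deposited a mean normalized count, which is a signal averaged over the libraries of a fit. They also deposited a log2 fold change with its standard error, a test statistic (a score, the log2 fold change divided by its standard error), a p-value, an adjusted p-value and a shrunken log2 fold change. The mean normalized counts were identical among tables in 3 sets, so that the authors made 3 fits: the 12 libraries of 20 °C, the 12 libraries of 26 °C, and both temperatures. Each comparison had been assumed before the data were examined to be fitted on its own 2 groups. The groups of a fit instead share an estimate of the spread, and the deposited values were used as they are. The mean normalized counts summed to 30474128 at 20 °C, 28460280 at 26 °C and 29667151 in the fit of both temperatures, which is the only measure of depth held here. Protein-coding genes took 98.1% of that sum at 20 °C and 97.9% at 26 °C, and the 6 vitellogenin genes took 10.8% and 12.6%.

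The tables were checked first. The statistic equalled the log2 fold change over its standard error in every gene. In 1 cell, the p-value of epg-7 in wago-4(ko) against WT at 20 °C, the table holds the test statistic, and p-values were recomputed from the statistic with the normal distribution throughout. The adjusted p-values equalled a Benjamini-Hochberg adjustment over the genes that the authors' filter on mean count had left, with differences of at most 1.10e-09. That filter left between 6167 and 15700 genes with an adjusted p-value, depending on the table, and a gene without one was treated as untested. A gene counted as changed at an adjusted p-value under 0.05. All 46926 gene identifiers were found in the Ensembl 115 annotation of WBcel235, which gave chromosomes, positions, gene types and the length of the longest transcript. It may differ from the annotation the authors used. Gene symbols were taken from the deposited tables, and 2766 identifiers had none.

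Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Overlaps of changed genes were tested with a two-sided Fisher's exact test over the genes tested in both comparisons. Comparisons at the same temperature share the 3 WT libraries, which gives 2 unchanged mutants a correlation of 0.5. Overlaps were therefore set beside 1000 simulations of mutants whose effects have the sizes seen but are unrelated. A change of the mutant effect with temperature was tested as the difference of the log2 fold changes at 26 °C and 20 °C over the root of the summed squared standard errors, with a two-sided normal p-value and Benjamini-Hochberg adjustment. The normal distribution ignores the small number of libraries, and a t distribution with 8 degrees of freedom was an alternative. Those are the degrees of freedom of the fit of a single temperature. The difference draws on the fits of both temperatures, so this alternative is strict. Whether genes changed at 20 °C kept their direction at 26 °C was tested by permuting the 26 °C values among genes in the same of 10 bins of mean count, with 10000 draws, which allow a p-value of 0.0001 at the lowest. Medians of 7 gene families, fixed by the prefix of the gene symbol, were compared with 10000 random sets matched on mean count, which allow a p-value of 0.0002 at the lowest. Family members needed a mean normalized count of at least 1, and a family needed 5 members.

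The genes to name were fixed before the data were examined. They were wago-4, glh-1, glh-2 and glh-4, genes changed in the same direction in all 6 comparisons of a mutant with WT, and a list of 16 small RNA and germ granule genes. The rule also took, for each of these comparisons, the 2 genes that rose and the 2 that fell with the lowest adjusted p-value among genes with a mean normalized count of at least 10 and a log2 fold change of at least 1 in size. The alternatives fixed then were an adjusted p-value under 0.01, a log2 fold change of at least 1 in size, no filter on mean count, a mean normalized count of at least 10, log2 fold changes re-centred on their median, other gene backgrounds and the t distribution. A further alternative was chosen after seeing the data: a running median of the log2 fold change over transcript length, in 50 bins, was subtracted before the test was repeated, and random sets were matched on length too. The running median was taken over genes with a mean normalized count of at least 10. A list of 55 sperm genes other than the msp- genes was made by name prefix after such genes had been seen among the strongest changes.

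The tests of temperature, length trend, gene sets and direction were run on simulated data with 7949 genes. The overlaps, the differences between mutants and the enrichment on chromosome X were not. The temperature test recovered 168 of 200 changed genes with 4 false calls. With a simulated length trend, 189 of 200 changed genes were recovered with 1294 false calls when the trend was left in, and 185 with 14 false calls when it was removed. The simulated trend had the same slope at every mean count and was fitted on the tested genes alone. In the data the correlation with length rose with mean count, so the simulation does not show how clean the removal was there. The set test found 100 of 100 shifted sets and made 6 false calls among 100 unshifted sets. The test of direction found 100 of 100 pairs with a common effect and made 4 false calls among 100 others.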

Results

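RNA was measured in whole young adult worms of 4 genotypes at 20 °C and 26 °C, with 3 libraries in each of the 8 groups. 3×FG has mutated phenylalanine-glycine repeats in GLH-1, GLH-2 and also GLH-4, which are helicases of germ granules. In GLH-2 the paper describes a deletion of most of the repeats. The glh-2 fold change of 3×FG therefore compares transcripts that differ in sequence, unlike that of the wago-4 mutants. In wago-4(Y611E), the Argonaute protein WAGO-4 carries an amino acid change meant to block small RNA binding, and wago-4(ko) is a knockout made with a stop codon. WT is the strain with tagged WAGO-4. The comparisons ask how each mutant differs from WT at each temperature and how each genotype changes from 20 °C to 26 °C. All fold changes and adjusted p-values of single genes are the authors', and their spread between replicates enters through the standard error. The median standard error of the log2 fold change was 0.49 at 20 °C, 0.37 at 26 °C and 0.47 in the comparisons of temperatures. The log2 fold changes of all genes had a median of 0.13 in 3×FG and -0.13 in wago-4(ko) at 20 °C, of 0.12 in WT and 0.18 in wago-4(ko) between temperatures, and of less than 0.1 in size elsewhere.

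The genes altered in the strains were examined first. wago-4 (WBGene00010263) is a protein-coding gene on chromosome II at 12919551 to 12923377 in WBcel235. In the authors' deposited table, wago-4 mRNA did not differ detectably from WT in wago-4(ko) at 20 °C (log2 fold change 0.05, standard error 0.15, adjusted p-value 0.868) or at 26 °C (-0.26, standard error 0.14, adjusted p-value 0.375). The mRNA level therefore does not by itself check the knockout label. The paper checked the knockout by mass spectrometry, which showed that WAGO-4 protein was absent. By the authors' deposited table wago-4 mRNA did not differ in wago-4(Y611E) either, with log2 fold changes of -0.04 at 20 °C and -0.15 at 26 °C. It was higher in 3×FG at 20 °C by 0.55 in the authors' deposited table (standard error 0.15, adjusted p-value 0.00367), but by 0.19 and no longer past the threshold with the length trend described below removed. glh-2 (chromosome I, 6513928 to 6517507) was higher than WT at 20 °C in all 3 mutants. Its log2 fold change in the authors' deposited table was 1.16 in 3×FG (adjusted p-value 9.20e-04), 1.00 in wago-4(Y611E) (0.0126) and 1.16 in wago-4(ko) (9.84e-04), each with a standard error of 0.28. At 26 °C none of the 3 mutants passed the threshold for glh-2, with the lowest adjusted p-value in the authors' deposited table at 0.0793 in 3×FG. glh-1 (chromosome I, 6854478 to 6857536) passed the threshold in none of the 6 mutant comparisons, and glh-4 (chromosome I, 3727027 to 3731179) passed it in 3×FG at 20 °C (0.60, standard error 0.20, adjusted p-value 0.0241) and in wago-4(Y611E) at 26 °C (-0.35, standard error 0.11, adjusted p-value 0.0326) in the authors' deposited table.

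**Figure D1:**
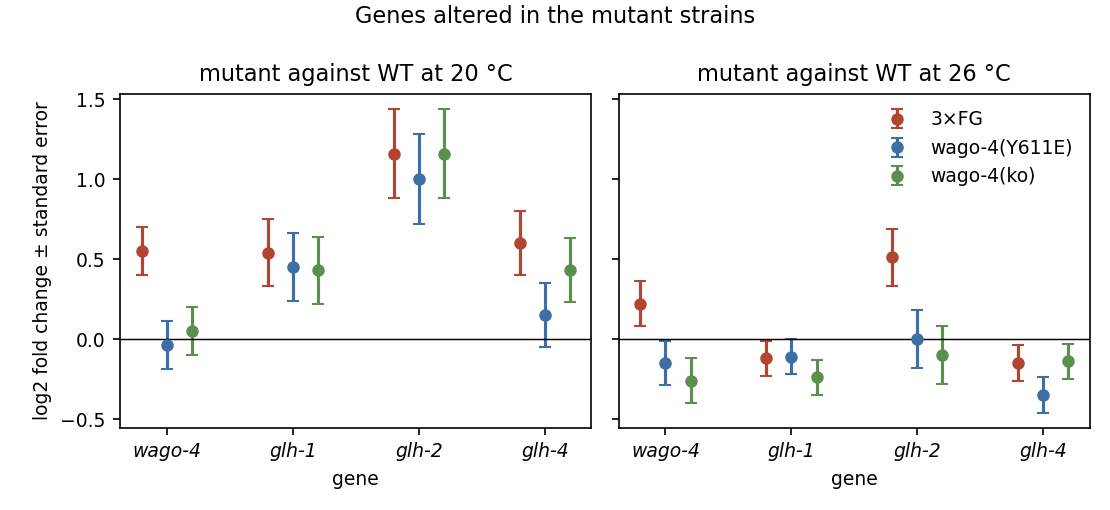
Log2 fold change of the 4 altered genes, wago-4 and the glh genes, in each mutant against WT at 20 °C (left) and 26 °C (right), from the authors' deposited table; points are the fold changes and bars their standard errors. glh-2 lies between 1.00 and 1.16 in the 3 mutants at 20 °C.

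At 20 °C, 1465 of 8078 genes tested differed between 3×FG and WT, with 634 upregulated and 831 downregulated. In wago-4(Y611E), 683 of 6167 genes differed, with 381 upregulated and 302 downregulated. In wago-4(ko), 1472 of 8078 genes differed, with 737 upregulated and 735 downregulated. Most changes were small: 402 genes in 3×FG, 91 in wago-4(Y611E) and 453 in wago-4(ko) differed by at least 2-fold. The setting that moved these counts most was the 2-fold minimum. Re-centring the fold changes on the median of all genes moved the split to 353 upregulated and 1346 downregulated in 3×FG, and to 1286 upregulated and 510 downregulated in wago-4(ko). Among the genes with the lowest adjusted p-values in 3×FG, pqn-21 (chromosome I, 6773973 to 6780151) rose by 1.53 on the log2 scale (standard error 0.16, adjusted p-value 7.70e-17) in the authors' deposited table. plk-3 (chromosome IV, 7470860 to 7473209) fell by 1.45 (standard error 0.17, adjusted p-value 5.35e-14) in the authors' deposited table, and its neighbour F55G1.6 (7473517 to 7474959) fell by 1.39 in the authors' deposited table. T10D4.6 rose by 1.76 in the authors' deposited table. In wago-4(Y611E), C37A2.8 and K07A12.1 rose by 1.40 and 1.22, and dph-5 and the pseudogene WBGene00009656 were lower (-1.06 and -1.80) in the authors' deposited table. In wago-4(ko), W02B8.2 (chromosome II, 13908914 to 13915254) rose by 2.60 (standard error 0.34, adjusted p-value 1.38e-10) and epg-7 by 1.01 (standard error 0.12, adjusted p-value 5.66e-12) in the authors' deposited table, where vglu-2 and col-122 were lower (-1.75 and -1.59).

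At 26 °C, 443 of 9048 genes differed between 3×FG and WT (225 upregulated, 218 downregulated), 385 of 13230 in wago-4(Y611E) (152 and 233) and 434 of 15700 in wago-4(ko) (124 and 310). In 3×FG, glit-1 (chromosome X, 4712279 to 4715080) rose by 3.75 on the log2 scale (standard error 0.28, adjusted p-value 8.61e-38) in the authors' deposited table. sdc-3 (chromosome V, 15039148 to 15048207) rose by 1.85 (standard error 0.17, adjusted p-value 1.44e-24) in the authors' deposited table, where tni-3 and col-81 were lower (-1.53 and -1.64). In wago-4(Y611E), F28F8.7 and fat-5 rose by 1.05 and 1.17, and col-147 and col-39 were lower (-2.51 and -2.55) in the authors' deposited table. In wago-4(ko), spe-15 (chromosome I, 1446497 to 1465358) fell by 1.20 (standard error 0.16, adjusted p-value 1.89e-09) in the authors' deposited table. The other genes that the rule named in wago-4(ko), abf-1, str-180 and fbxa-220, have fitted fold changes without a bound, and their shrunken log2 fold changes in the authors' deposited table were 0.08, 0.05 and -0.02.

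**Figure D2:**
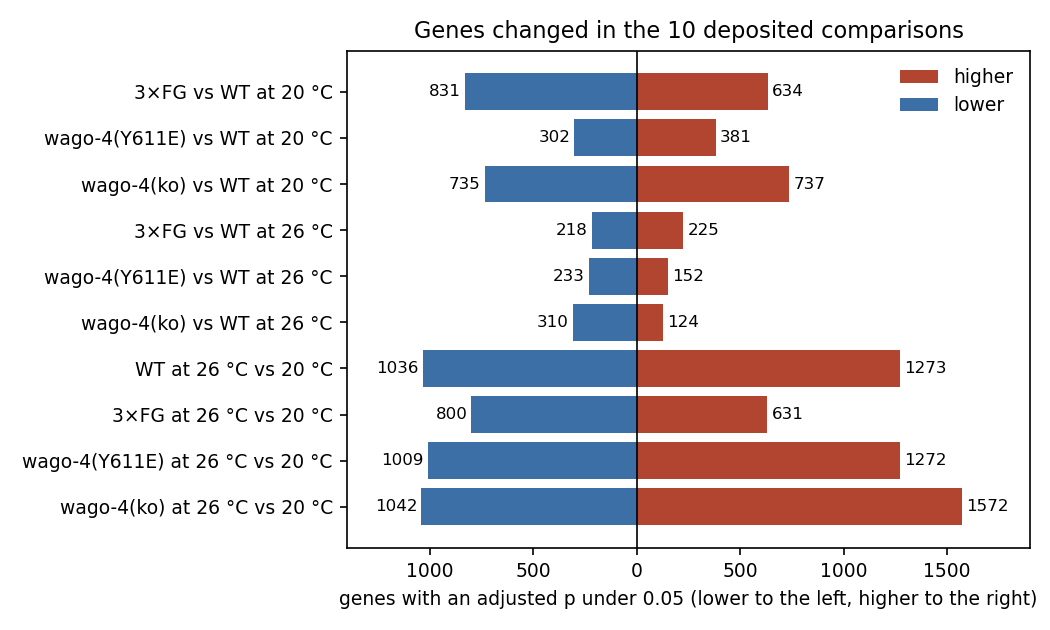
Number of genes with an adjusted p-value under 0.05 in the 10 comparisons, lower to the left and higher to the right of 0; bars are counts. At 20 °C the mutants differed from WT in 1465, 683 and 1472 genes, and at 26 °C in 443, 385 and 434.

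More genes differed from WT at 20 °C than at 26 °C, by ratios of 3.31 in 3×FG, 1.77 in wago-4(Y611E) and 3.39 in wago-4(ko). Standard errors were lower at 26 °C, with medians of 0.19 against 0.26 in 3×FG, 0.16 against 0.22 in wago-4(Y611E) and 0.19 against 0.27 in wago-4(ko) over the genes tested at both temperatures. For wago-4(Y611E) the ratio was 0.545 at an adjusted p-value under 0.01, 0.44 with the 2-fold minimum and 0.396 with the length trend removed, so that its direction depends on the setting. A change of the mutant effect between temperatures passed the threshold for 90 of 19317 genes in 3×FG, 312 in wago-4(Y611E) and 341 in wago-4(ko). These counts contain 18, 29 and 23 genes with a difference of 10 or more in size. Under the t distribution with 8 degrees of freedom 0 genes passed in each mutant, with 1032, 1341 and 1374 genes at an unadjusted p-value under 0.05. Of the 1298 genes called in 3×FG at 20 °C and not at 26 °C, 53 had such a change, as had 177 of 666 in wago-4(Y611E) and 287 of 1399 in wago-4(ko).

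From 20 °C to 26 °C, 2309 genes changed in WT (1273 higher at 26 °C, 1036 lower), 1431 in 3×FG (631 and 800), 2281 in wago-4(Y611E) (1272 and 1009) and 2614 in wago-4(ko) (1572 and 1042). Re-centring moved the split to 971 higher and 1572 lower in WT, to 1183 and 1231 in wago-4(Y611E) and to 1181 and 2018 in wago-4(ko). The 4 genotypes shared 197 genes that rose and 218 that fell. These counts contain 44, 29, 36 and 38 genes with a log2 fold change of 10 or more in size, most of which have shrunken values under 1 in size.

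The mutants were then compared with each other. At 20 °C, 303 upregulated genes were shared by wago-4(Y611E) and wago-4(ko), or 79.5% of the smaller set, 228 by 3×FG and wago-4(Y611E) and 302 by 3×FG and wago-4(ko). Mutants with unrelated effects and the same WT libraries would share 76.1, 62.5 and 96.1 genes on average, and at most 109, 83 and 125 in the 1000 simulations. Of the 634 genes upregulated in 3×FG, 327 (51.6%) were upregulated in at least 1 wago-4 mutant. Of its 831 downregulated genes, 231 (27.8%) were downregulated in at least 1 wago-4 mutant. The 130 downregulated genes shared by 3×FG and wago-4(ko) lay within the range that unrelated effects give (118 on average, 153 at most). The other pairs shared 177 (3×FG and wago-4(Y611E)) and 143 (the wago-4 mutants) downregulated genes, above the highest simulated values of 90 and 83. With the length trend removed, the 6 overlaps at 20 °C fell to between 19 and 54 genes, but the sets shrank too. wago-4(Y611E) was left with 68 upregulated and 84 downregulated genes. Of these, 54 upregulated and 26 downregulated genes were shared with wago-4(ko), and 19 and 51 with 3×FG. The fall in number therefore does not by itself show that the trend made the overlaps. At 26 °C the pairs shared 75, 48 and 52 upregulated and 54, 34 and 95 downregulated genes (3×FG and wago-4(Y611E), 3×FG and wago-4(ko), the wago-4 mutants), each above the highest simulated value. At 20 °C, 203 genes were upregulated and 76 downregulated in all 3 mutants, and at 26 °C 32 and 29. The 4 genes upregulated in all 6 comparisons were F28F8.7 (chromosome V, 15578707 to 15590617), rme-6 (X, 1097152 to 1103320), lin-15B (X, 15726123 to 15732025) and spat-3 (X, 4596011 to 4605928). Their log2 fold changes in the authors' deposited table ranged from 0.45 for spat-3 in wago-4(ko) at 26 °C to 1.80 for F28F8.7 in 3×FG at 20 °C. No gene was downregulated in all 6.

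The temperatures have separate libraries, so agreement between them does not come from shared WT worms. Of the genes changed in 3×FG at 20 °C, 81.4% had the same direction at 26 °C, against 50.4% after permutation. The share was 65.5% in wago-4(ko), against 52.7%. In wago-4(Y611E) it was 40.6%, below the 51.4% of permuted values. Each permutation p-value was 0.0001, the lowest that the draws allow. With length matched too, permuted values gave 65.5% in 3×FG and 56.4% in wago-4(ko), with p-values of 0.0001, and 43.9% in wago-4(Y611E), with a p-value of 0.0462. Genes called in the same direction at both temperatures numbered 166 in 3×FG, 11 in wago-4(Y611E) and 69 in wago-4(ko).

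The log2 fold change against WT rose with transcript length at 20 °C. Across 13546 genes, which are not independent replicates, Spearman's rho was 0.25 in 3×FG, 0.23 in wago-4(Y611E) and 0.23 in wago-4(ko). In the quartile of genes with the highest mean count it was 0.70, 0.62 and 0.58. The longest transcripts of upregulated genes had a median of 3427, 3248 and 3183 nt, and those of downregulated genes 922, 926 and 1148 nt. At 26 °C rho was 0.15, -0.03 and 0.11, and in the quartile with the highest mean count 0.36, -0.23 and 0.09. With the trend removed, 1028, 152 and 791 genes differed from WT at 20 °C.

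**Figure D3:**
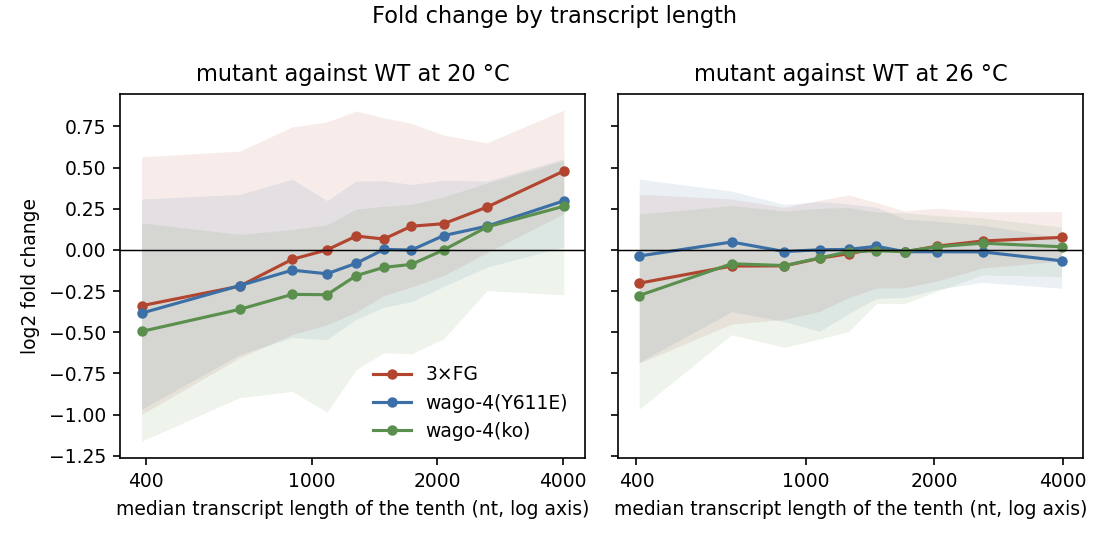
Log2 fold change of each mutant against WT at 20 °C (left) and 26 °C (right) in 10 bins of transcript length (nt, log axis); points are medians over genes and bands the range between quartiles of genes. At 20 °C the difference between the bins of longest and shortest transcripts was 0.82 in 3×FG, 0.68 in wago-4(Y611E) and 0.76 in wago-4(ko).

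Among gene families at 20 °C, the 54 his- (histone) genes had a median log2 fold change of -0.74 in 3×FG, or -0.87 relative to the median of all genes. In 3×FG, 21 of the 30 his- genes tested were downregulated and 0 upregulated. Random sets matched on mean count and length had a median of -0.33, and the family lay below them (permutation p-value 0.0004, adjusted 0.00097). The his- medians of -0.28 in wago-4(Y611E) and -0.40 in wago-4(ko) did not stand apart from sets matched on length, with p-values of 0.994 and 0.492. At 26 °C the 55 his- genes had medians of -0.07 in 3×FG (permutation p-value 0.148, with 0 upregulated and 2 downregulated), 0.28 in wago-4(Y611E) (0.0002, the lowest possible, with 6 and 0) and 0.13 in wago-4(ko) (0.005, with 4 and 0). The 78 rpl- and rps- genes (ribosomal proteins) had medians of -0.62 in 3×FG, -0.44 in wago-4(Y611E) and -0.45 in wago-4(ko) at 20 °C, and 70, 43 and 46 of them were downregulated. The median in wago-4(ko) did not differ from sets matched on length (p-value 0.303). At 26 °C the medians were -0.50, -0.16 and -0.25, with 42, 0 and 0 genes downregulated. The 30 msp- genes (major sperm proteins) had medians of -0.94, -1.29 and -1.32 at 26 °C, with 7, 16 and 14 downregulated. At 20 °C their medians were 0.14 in 3×FG, -0.60 in wago-4(Y611E) and -1.62 in wago-4(ko). For the col- genes (collagens) the medians were -0.60, -0.64 and -0.74 at 26 °C and 0.21, -0.34 and -1.32 at 20 °C. None of these directions changed on re-centring. The vit- genes (vitellogenins) had medians of 0.31, 0.51 and 0.19 at 26 °C. The hsp- genes had medians between -0.21 and 0.15 in the mutant comparisons. The 21ur- genes, which encode piRNAs, had medians equal to those of their random sets to 2 decimals, and these libraries do not measure mature small RNAs. Members of the his- and msp- families are near-identical copies whose reads the counting may have divided, so values of single members are uncertain.

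**Figure D4:**
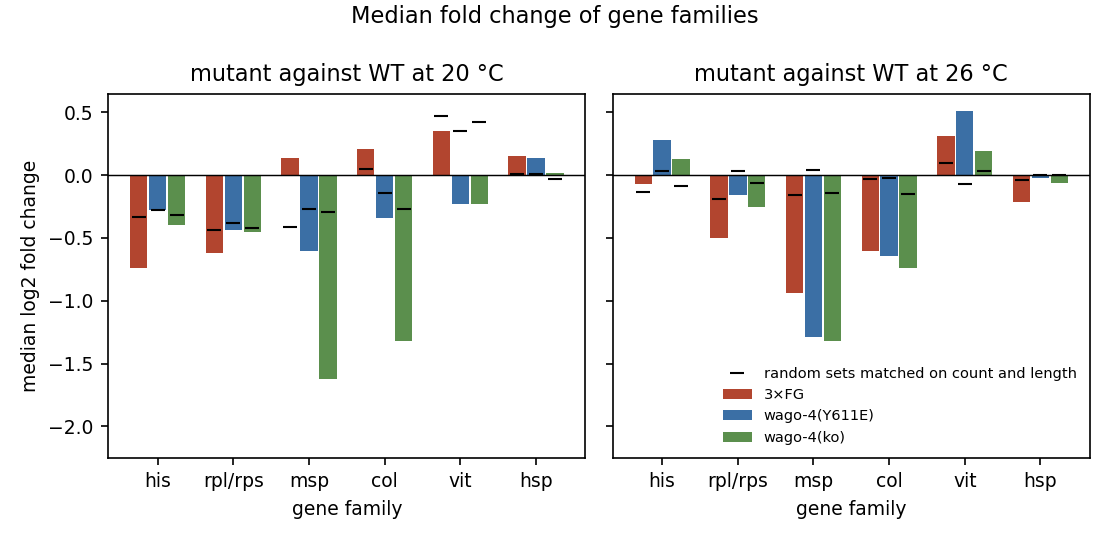
Median log2 fold change of 6 gene families in each mutant against WT at 20 °C (left) and 26 °C (right); bars are family medians and black dashes the medians of random sets matched on mean count and length. The his- bar of 3×FG at 20 °C is at -0.74 with its dash at -0.33.

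Of the 16 small RNA and germ granule genes, 7 were upregulated in 3×FG, 3 in wago-4(Y611E) and 7 in wago-4(ko) at 20 °C, and 0 were downregulated. Adjusted over the list alone, these were 9, 4 and 8 upregulated and 1, 0 and 1 downregulated. With the length trend removed, 1, 0 and 2 were upregulated and 3, 0 and 0 downregulated. At 26 °C, 1 gene was upregulated and 1 downregulated in 3×FG, and 1 was downregulated in wago-4(Y611E). znfx-1 had the highest rise in 3×FG, with a log2 fold change of 1.45 in the authors' deposited table at 20 °C (standard error 0.22, adjusted p-value 2.70e-08) and 0.49 at 26 °C (standard error 0.13, adjusted p-value 0.00557). cdl-1 did not pass the threshold in any of the 6 mutant comparisons when adjusted over all genes tested. In 3×FG at 20 °C (-0.33, standard error 0.14, adjusted p-value 0.0992 in the authors' deposited table) it was the 1 gene downregulated when adjusted over the list alone.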

Values the study reported

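For 3×FG against WT at 20 °C the study reported 634 genes with higher and 831 genes with lower mRNA levels. Between 26 °C and 20 °C it reported 2309 genes changed in WT, 1431 in 3×FG, 2281 in wago-4(Y611E) and 2614 in wago-4(ko). Against WT at 26 °C it reported 443 genes for 3×FG, 385 for wago-4(Y611E) and 434 for wago-4(ko). It listed 22 histone genes as reduced in 3×FG.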

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

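The tests named here were chosen before the data were examined, except the removal of the length trend and the use of shrunken fold changes, which were chosen after the results were seen. What marked each result below is a difference between the temperatures in the effect of a mutant, tested directly.

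The mutant effect differed between 26 °C and 20 °C for 90 genes in 3×FG, 312 in wago-4(Y611E) and 341 in wago-4(ko). Among them 18, 29 and 23 had a difference of 10 or more in size. The counts rest on a normal reference distribution, since under a t distribution with 8 degrees of freedom they were 0, 0 and 0, with 1032, 1341 and 1374 genes at an unadjusted p-value under 0.05. These degrees of freedom belong to the fit of a single temperature, while the difference draws on both, so the counts of 0 come from a strict test. Removing the length trend gave 99, 139 and 192 genes, but not the same ones. In 3×FG 58 of the 99 had been called in the same direction before, and in wago-4(ko) 151 of the 192. The genes more positive and more negative at 26 °C went from 41 and 49 to 77 and 22 in 3×FG. They went from 153 and 159 to 99 and 40 in wago-4(Y611E), and from 169 and 172 to 112 and 80 in wago-4(ko). Which genes are called, and in which direction, therefore depends on the length trend in all 3 mutants, and part of the difference between temperatures may come with it. The fits at each temperature share their WT libraries among mutants, so the 21 genes seen in all 3 mutants (5 more positive and 16 more negative at 26 °C) are not 3 independent observations. No values per library were used here, so a single deviating library cannot be excluded.

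Named genes with such a difference, given as the log2 fold change at 26 °C minus that at 20 °C, were mostly genes whose rise over WT was smaller or absent at 26 °C. C37A2.8 differed by -1.34 in wago-4(Y611E) and -1.87 in wago-4(ko), and K07A12.1 by -1.50 and -1.40. drh-3 differed by -1.17, ego-1 by -0.90 and glh-2 by -1.25 in wago-4(ko). znfx-1 differed by -0.96 in 3×FG and -0.86 in wago-4(Y611E). In the other direction, dph-5 differed by 1.28 in wago-4(Y611E), col-122 by 1.36 in wago-4(ko) and glit-1 by 2.22 in 3×FG. Several of these differences have the direction that the length trend at 20 °C alone would give. znfx-1 (7795 nt), ego-1 (5291 nt), drh-3 (3510 nt) and glh-2 (3218 nt) have long transcripts and negative differences, and dph-5 (974 nt) and col-122 (957 nt) have short transcripts and positive ones. glit-1 (2434 nt) and C37A2.8 (1089 nt) go against it, where the median of genes tested at 20 °C is 1584 nt. Of these genes K07A12.1, C37A2.8, dph-5 and col-122 were named because they led the lists at 20 °C and glit-1 because it led at 26 °C, which makes a difference between temperatures larger by selection.

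abf-1, str-180 and fbxa-220 also passed, with fitted fold changes without a bound, so only the adjusted p-values of the difference are given. They were 1.62e-05 in 3×FG, 5.68e-04 in wago-4(Y611E) and 1.57e-04 in wago-4(ko) for abf-1, 5.65e-04, 0.0312 and 0.0127 for str-180, and 9.09e-06 in wago-4(ko) for fbxa-220. Their shrunken fold changes lie near 0. Across all comparisons, 152 called genes had a log2 fold change of 10 or more in size, and 93.4% of them had a shrunken value under 1 in size. A group without reads is a candidate explanation for these calls, which are best left out of any list.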

How the results depend on the processing

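All alternatives named here were fixed before the data were examined, except the removal of the length trend and the matching on length, which were chosen after seeing the data. No paired analysis was possible because the tables hold no values per library. For the same reason these were not run: other normalizations of counts, leaving out each replicate, a replicate block and other splits of the samples. Where no construction explains a change below, the cause was not tested.

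A stricter adjusted p-value under 0.01 or a 2-fold minimum leaves fewer genes by construction. Under 0.01 the counts at 20 °C were 722 in 3×FG, 116 in wago-4(Y611E) and 739 in wago-4(ko), at 26 °C 228, 213 and 193, and between temperatures 1365 in WT, 916 in 3×FG, 1395 in wago-4(Y611E) and 1658 in wago-4(ko). With the 2-fold minimum they were 402, 91 and 453 at 20 °C, 89 and 207 in 3×FG and wago-4(Y611E) at 26 °C, and 999, 684, 1177 and 1203 between temperatures. With no filter on mean count, wago-4(Y611E) at 20 °C had 396 genes. With the length trend removed, wago-4(Y611E) had 152 and wago-4(ko) 791 genes at 20 °C. The upregulated and downregulated genes were then 135 and 893 in 3×FG, 68 and 84 in wago-4(Y611E) at 20 °C, 867 and 1504 in WT between temperatures and 1145 and 2047 in wago-4(ko). With a mean normalized count of at least 10 and on re-centring, each of the 10 counts stayed within 1.5 times its value.

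The overlaps at 20 °C under 0.01 were 33, 111 and 47 upregulated genes (3×FG and wago-4(Y611E), 3×FG and wago-4(ko), the wago-4 mutants) and 27, 43 and 19 downregulated genes, and with the 2-fold minimum 35, 43 and 43 and 14, 8 and 3. With the length trend removed they were 19, 42 and 54 upregulated and 51, 33 and 26 downregulated. At 26 °C they were 36, 17 and 16 upregulated and 21, 14 and 47 downregulated under 0.01. With the 2-fold minimum they were 14, 13 and 17 upregulated and 21 and 22 downregulated for the pairs with 3×FG. The pair of 3×FG and wago-4(ko) shared 20 downregulated genes with the length trend removed. All 12 stayed within 1.5 times with a mean normalized count of at least 10. The shares of genes that kept their direction at 26 °C stayed on the same side in all 3 mutants under 0.01 and with the 2-fold minimum. The minimum on mean count removes none of these genes and so tests nothing there.

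Changes of the mutant effect between temperatures numbered 23, 64 and 100 under 0.01, 0, 0 and 0 under the t distribution, and 139 in wago-4(Y611E) and 192 in wago-4(ko) with the length trend removed. The ratio of calls at 20 °C to 26 °C turned over in wago-4(Y611E), to 0.545 under 0.01, 0.44 with the 2-fold minimum and 0.396 with the length trend removed. In wago-4(ko) it moved to 1.36 with the 2-fold minimum, 2.01 with the length trend removed and 6.18 over genes tested at both temperatures.

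Among the families, matching on length took the his- medians of -0.28 in wago-4(Y611E) and -0.40 in wago-4(ko) at 20 °C and -0.13 in WT between temperatures out of significance. It did the same for the rpl- and rps- median of -0.45 in wago-4(ko) at 20 °C and for the 21ur- medians of 0.06 in wago-4(Y611E) at 20 °C and -0.19 in wago-4(ko) at 26 °C. It brought these past the threshold: msp- 0.14 and col- 0.21 in 3×FG at 20 °C, vit- -0.23 in both wago-4 mutants at 20 °C, and between temperatures vit- -0.18 and col- 0.28 in WT and hsp- 0.33 in wago-4(Y611E) and 0.24 in wago-4(ko). A mean normalized count of at least 10 turned over col- in wago-4(Y611E) between temperatures (-0.20) and hsp- in wago-4(ko) at 20 °C (-0.01), in WT (-0.13) and in wago-4(Y611E) (-0.22) between temperatures, and took his- in WT (-0.17) out of significance. Without its most abundant member hsp- in 3×FG at 26 °C (-0.17) was no longer significant. Re-centring turned over 21ur- between temperatures in WT (0.00), wago-4(Y611E) (-0.04) and wago-4(ko) (-0.08). The other family results kept their direction and side: 55 with the count minimum, 56 with length matching, 67 on re-centring and 69 without the most abundant member.

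For the altered genes, removing the length trend turned over wago-4 in wago-4(ko) at 20 °C (-0.20), glh-4 in wago-4(Y611E) at 20 °C (-0.12) and glh-4 in WT between temperatures (-0.01). It took these below the threshold: wago-4 (0.19) and glh-4 (0.23) in 3×FG and glh-2 in wago-4(Y611E) (0.77) at 20 °C, and glh-4 in wago-4(Y611E) at 26 °C (-0.28). It brought wago-4 in WT (-0.45) and glh-1 in wago-4(ko) (-0.55) between temperatures past it. Re-centring took glh-4 in 3×FG at 20 °C (0.48) below it and brought glh-1 (0.56) and glh-4 (0.56) in wago-4(ko) at 20 °C and glh-1 (-0.58) and glh-4 (-0.44) in wago-4(ko) between temperatures past it. Of the 4 genes upregulated in all 6 comparisons, each lost significance in at least 1 comparison at 20 °C with the length trend removed. The depth per library is unknown, which leaves open how many genes with low counts could have been called.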

Other observations

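Most tests here were chosen only after the result they bear on was seen: the comparison of standard errors, the quartile of highest mean count, the ratios between mutants, the sperm list, the simulation of genes shared by all 3 mutants, the shrunken fold changes and every test divided by mutant. The tests of short families, of the WT libraries, of histones and of chromosome X were written before their values were seen, though the patterns came from lists of the strongest genes. Genes are not independent replicates in any of these tests.

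The larger number of changed genes at 20 °C was weighed first. Lower precision at 26 °C is argued against, since the median standard error at 26 °C was 0.74 times that at 20 °C. With the length trend removed, the ratio of calls stayed at 2.87 in 3×FG and 2.01 in wago-4(ko), and fell to 0.396 in wago-4(Y611E). The trend may therefore account for the excess in wago-4(Y611E). In 3×FG and wago-4(ko) the ratios cannot decide whether it is the whole cause. The trend was fitted over genes with a mean normalized count of at least 10. Genes tested in these mutants at 20 °C had at least 145. Since the correlation with length rose with mean count, part of the trend may have been left in. A shift of the WT libraries of 20 °C alone would leave the mutants alike. Standard errors between mutants are approximate, because the tables hold no such comparison. 3×FG and wago-4(ko) differed from each other in 1808 genes, more than from WT (1284 and 1311), giving largest ratios of 1.41 and 1.38 for these mutants. wago-4(Y611E) differed in only 336 genes from 3×FG and 221 from wago-4(ko), which goes with a shift of WT, and its largest ratio was 0.557. The pair of 3×FG and wago-4(ko) gives both high ratios and argues against a shift of WT as the whole cause in these 2 mutants together. For each of the 3 mutants by itself a shift of WT cannot be told apart from a mutant effect, because 1 deviating mutant would give both high ratios. This test replaced an earlier form after its value was seen. The earlier form, the median number of genes differing between mutants over the median differing from WT, was 0.262 at 20 °C. By the limit of 0.5 set for it, that pointed to a shift of WT. It was replaced because it was also low at 26 °C (0.445) and because a median over pairs hides 3×FG against wago-4(ko), so the reading depends on the form chosen. A biological effect of temperature stays open and untested.

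The rise of the fold change with transcript length at 20 °C is the pattern to look at again. It is not carried by ribosomal, histone and small nucleolar genes alone, since 0.90 of the correlation or more remained without them. Within the quartile of highest mean count the smallest correlation was 0.58. Mean count still varies within a quartile. The correlation also rose from the lowest to the highest quartile, from 0.14 to 0.70 in 3×FG, 0.07 to 0.62 in wago-4(Y611E) and 0.03 to 0.58 in wago-4(ko). The test therefore cannot rule out a part played by mean count. This test also replaced an earlier form, which counted any correlation above 0 in every quartile as evidence against mean count. That was met, but with 0.03 as the lowest value, in wago-4(ko) in the quartile of lowest mean count, which is too near 0 to carry weight. The WT libraries of 20 °C may stand apart: WT at 26 °C against 20 °C had a correlation of 0.14, while the mutants had -0.03, -0.03 and 0.04, and differences between mutants at 20 °C had at most 0.08 in size. 3×FG at 26 °C, at 0.15, goes against WT at 20 °C as the only source. Differences between mutants at 26 °C had 0.17 (3×FG minus wago-4(Y611E)), -0.14 (wago-4(Y611E) minus wago-4(ko)) and 0.02 (3×FG minus wago-4(ko)). Over all genes, correlations as large in size as that of WT between temperatures therefore also arose without WT libraries. In the quartile of highest mean count, WT between temperatures had 0.50, against -0.01 in 3×FG and -0.09 in wago-4(Y611E). 3×FG against WT at 26 °C had 0.36 there. The 0.50 goes with WT libraries of 20 °C that stand apart, and the 0.36 goes against them as the only source. Quartiles were not taken for differences between mutants. In wago-4(ko) between temperatures the correlation was 0.20 and 0.28 in quartiles 2 and 3 of mean count, but -0.01 in the highest. RNA integrity, fragment size and base composition were not tested, and length also goes with gene function, so that a technical and a biological origin both stay open.

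In all 3 mutants at 20 °C, 279 genes changed in the same direction (203 upregulated and 76 downregulated). Simulated mutants with unrelated effects and the same WT libraries shared at most 48, which argues against chance values of these libraries that are independent from gene to gene. The simulation does not cover a shift of the WT libraries across many genes at once. Of the 279 genes, 84.6% kept the direction at 26 °C in 3×FG, against 70.1% of genes matched on count and length, with a p-value of 0.0001, the lowest possible. Such a shift is argued against as the whole cause there. In wago-4(Y611E) 38% kept it (42.4% in matched genes) and in wago-4(ko) 62.7% (61.1%). For these 2 mutants such a shift may account for the agreement, and a mutant effect limited to 20 °C would give the same values. With the length trend removed, 17 genes were upregulated and 13 downregulated in all 3 mutants. wago-4(Y611E) was then left with 68 upregulated and 84 downregulated genes.

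Histone genes were lower in 3×FG at 20 °C beyond their length, with a p-value of 0.0004 against matched sets. Reads moving between near-identical copies are argued against, since the summed mean of the family was also lower, by -0.73 on the log2 scale. These values argue against both readings as the whole cause. RNA integrity, fragment size, base composition and a single deviating library were not tested, so that other technical causes and a biological difference stay open. The reduction was seen at 20 °C: at 26 °C the his- median was -0.07 in 3×FG (p-value 0.148), and it was above 0 in wago-4(Y611E) (0.28) and wago-4(ko) (0.13). The ribosomal protein genes at 20 °C lay below length-matched sets in 3×FG (p-value 0.0002) and narrowly in wago-4(Y611E) (0.0246), but not in wago-4(ko) (0.303), where the length trend may suffice.

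Major sperm protein genes were lower than WT at 26 °C in the 3 mutants. The 55 other sperm genes, none of them an msp- gene, fell too, with medians of -0.51, -1.17 and -1.20. The median nearest 0 among them, -0.51, argues against reads divided between msp- copies as the whole cause. Relative to the msp- median, the smallest ratio was 0.54. Among the most abundant members, msp-31 had log2 fold changes of -0.84, -1.32 and -1.29 and spe-15 of -0.51, -0.89 and -1.20 in the authors' deposited table. spe-39 and spe-48, which are also abundant, did not fall, with values of -0.08, 0.20 and 0.28 and of 0.35, 0.36 and 0.23 in the authors' deposited table, which goes against a lower share of sperm if these genes belong to sperm. Whether other worm tissues express the listed genes was not measured here. A lower share of sperm in the mutant worms at 26 °C therefore cannot be told apart from a change in part of the sperm genes, because the medians go with it and 2 of the 3 most abundant listed genes do not. At 20 °C the same list had medians of 1.00, -0.20 and -1.31, and from 20 °C to 26 °C of -0.27 in WT, -1.87 in 3×FG, -1.38 in wago-4(Y611E) and -0.16 in wago-4(ko). Random sets matched on count had medians of 0.25, 0.09, 0.18 and 0.37, and the list lay below them with p-values of 0.0008 in WT, 0.0022 in wago-4(ko) and 0.0002, the lowest possible, in the others. The msp- medians between temperatures were -1.39, -2.71, -2.06 and -1.17, against 0.03, 0.04, 0.03 and 0.05 in their random sets. The col- genes are no simple case, since their summed mean count did not fall in wago-4(Y611E) at 26 °C (0.00 on the log2 scale). Small differences in the age of the worms could move sperm genes and collagens (col-, lower in the 3 mutants at 26 °C), and were not tested.

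Genes upregulated at 26 °C lay on chromosome X more often than genes tested. This was looked for because 3 of the 4 genes upregulated in all 6 comparisons lie there. On X were 95 of 225 upregulated genes in 3×FG (42.2%, against 12.9% of genes tested), 75 of 152 in wago-4(Y611E) (49.3% against 13.5%) and 41 of 124 in wago-4(ko) (33.1% against 13.9%), with adjusted Fisher's exact p-values of 8.96e-28, 4.78e-26 and 7.66e-08. Among downregulated genes the shares were 3.21%, 6.87% and 12.3%. The shift is small: the median log2 fold change of X genes was 0.13, 0.11 and 0.04, against 0.02, -0.03 and -0.04 in sets matched on count and length, and each p-value was 0.0002, the lowest possible, which argues against transcript length as the cause. At 20 °C the values in 3×FG point in different directions. Of its upregulated genes 14.2% were on X (adjusted p-value 0.0652) and of its downregulated genes 1.56%, against 11.8% of genes tested. The X median of 0.27 lay above sets matched on count alone (0.19, p-value 0.002) and below sets matched on length too (0.31, p-value 0.0212), so that length may account for the raised median. With the length trend removed, 32 of the 135 upregulated genes were on X (23.7%). That removal may have left part of the trend in, and the question stays open in 3×FG at 20 °C. For the 2 wago-4 mutants the X medians at 20 °C were not apart from sets matched on count and length (p-values 0.104 and 0.148). In wago-4(ko) at 20 °C fewer upregulated genes than expected were on X (5.56%, against 11.8% of genes tested). Of its downregulated genes 18.6% were on X (137 of 735), opposite to the pattern at 26 °C. In wago-4(Y611E) at 20 °C the shares were 7.35% and 7.28%, against 9.65% of genes tested. The 3 comparisons at 26 °C share their WT libraries. In WT from 20 °C to 26 °C X genes were not lower but higher than matched sets, by 0.08, while in the mutants they were higher by 0.18, 0.29 and 0.19. Whether the WT libraries of 26 °C stand apart cannot be told apart from a rise of X genes with temperature in every genotype. A change in the share of germline tissue or a loss of X silencing in the germline are hypotheses that were not tested, and the pattern is left as an observation.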
